A study of Mus musculus with 4 samples. Its data were reported in "RXRs control serous macrophage neonatal expansion and identity and contribute to ovarian cancer progression" (2020).

How the data were processed

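Large peritoneal macrophages (LPMs), the resident macrophages of the peritoneal cavity, were sorted from 8-week-old C57BL/6 mice, and their RNA was sequenced in bulk. The labels name 2 libraries WT and 2 libraries Rxra-KO, each given as a separate replicate. Replicates are numbered 1 and 2 in the sample titles but 2 and 3 in the columns of the table, and the titles were followed. The study states that RNA-seq samples which did not group with their own condition were excluded, and any such sample was not analysed here. Libraries were made by the authors with a SMART-Seq v4 low-input kit, which amplifies full-length cDNA and carries no molecular identifiers, and were run on a NextSeq-500. Per the methods of the study, transcripts were quantified with Kallisto, summarised to genes with tximport and compared with limma after TMM scaling.

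The deposited values were a normalised read signal, with 1 column for each library. Every value was an odd multiple of a fixed step, as given by (reads + 0.5) divided by a scaled library size. Whole reads were therefore recovered from the deposited signal, and 100% of the values gave a whole number of reads. TMM and voom applied to the recovered reads returned the table to within 4.59e-06. The product of the 4 scaling factors was 1. All 18364 genes of the table had at least 1 CPM in at least 2 libraries, as the filter named in the methods would leave. Kallisto estimates need not be whole, and the methods name a human reference, GRCh38, for these mouse libraries. The table carries mouse symbols and no coordinates, so which reference and counter gave the reads was not settled, and no coordinates are printed. Of the names, 17576 were current symbols in the RefSeq gene table of GRCm38, 705 were older symbols and 83 were in neither set. Date-like names stood in 24 entries, 22 of them distinct, and these were kept in the tests and are not named.

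Recovered reads per library were 652542 and 947372 for WT and 629030 and 1047021 for Rxra-KO. A single read was worth a value of 1.51, 1.08, 1.51 and 0.993 in the same order. The median was 9 reads per gene and library, 9514 genes had a mean under 10 reads and 1405 had a mean of at least 100. A gene with at most 3 reads in both libraries of a group was taken to be at the floor. The floor corresponds to values between 2.98 and 4.54, leaving out the 0.5 read that the deposited values add. The fold of such a gene is given as a lower bound against the floor. Reads without molecular identifiers are not independent molecules, so floors and intervals cover counting error only.

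Fold changes were computed on the log2(value + 1) scale, which understates the change of low genes. Each gene was fitted with limma (version 3.58.1, R 4.3.3) with an empirical Bayes mean-variance trend, on all 4 libraries, with no covariate. Tests were two-sided, with Benjamini-Hochberg adjustment over 18364 genes. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 0.6. A value of at least 1 in at least 2 libraries was required, and this removed no gene. The design allowed for either unit, with limma for normalised values and edgeR for counts, and limma was the main test because the values are normalised. Standard deviations are over 2 libraries. With 2 libraries against 2, an exact permutation test of a single gene cannot go below a two-sided p of 0.333, so each adjusted p rests on the spread that limma shares across genes, with 227 prior against 2 residual degrees of freedom.

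The groups, the tests, the thresholds, the gene lists and the rule for naming genes were set before the data were examined. The text names the 3 RXR genes, genes of the lists and the 5 called genes with the largest log2 fold change in each direction, with a mean value of at least 10 and both Rxra-KO libraries on the same side of both WT libraries. Lists taken from the text of the study held genes reduced in RXR-deficient LPMs (the LPM list), genes of small peritoneal macrophages (SPMs), cholesterol uptake and synthesis, cholesterol efflux and lipid handling, lysosome and protein transport, apoptosis and cell cycle. The study named these 48 genes largely from results on the same libraries, so they are not independent evidence. It presents *Klf4* and *Klf6* with qPCR in newborn mice, which also covers *Ccnd1*, and *Cdca2* and *Cenpe* with chromatin accessibility. It further reports chromatin accessibility for several SPM and LPM genes, *Naip1* and *Capn2*. For adult LPMs it gives qPCR of some SPM, LPM, lipid, protein transport and apoptosis genes. None of that other evidence was analysed here. Lists from general knowledge held S phase, G2/M phase, fatty acid oxidation, cholesterol synthesis, lysosome, MHC class II, ribosomal protein, interferon response and peritoneal macrophage identity genes, markers of B cells, T cells, mast cells, mesothelial cells, neutrophils, dendritic cells and erythroid cells, genes of the sex chromosomes, housekeeping genes and Lyz2, the gene that carries the Cre driver. Lists were tested with camera in limma at a preset correlation of 0.01 between genes, with adjustment over 23 lists. The erythroid list had fewer than 3 genes in the table and was not tested. The sex chromosome, RXR and Lyz2 lists were read gene by gene. Some single genes of the lists are not reported here.

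Alternatives were pseudocounts of 0.1 and 5, no filter, a value of at least 10 in at least 2 libraries, TMM, upper-quartile and median-of-ratios scaling, no mean-variance trend, edgeR quasi-likelihood (4.0.16), voom and DESeq2 (1.42.0) on the recovered reads, other thresholds, the replicate number as a block, and fry or an estimated correlation for the lists. Each library was also left out in turn, which leaves 1 library in a group and gives a value with no test. DESeq2 gave an adjusted p for 5547 genes, and the others were left without one. A further 3 alternatives were chosen after seeing the data. These were the fit without a trend on genes with a value of at least 10, DESeq2 without its independent filtering, and the lists without the genes named by the study. Transcript length and GC content came from GENCODE M21.

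The tests were tested on simulated data made from the means and sizes of these libraries, with 200 of 18364 genes changed. At a 4-fold change limma called 80 genes, of which 78 were changed and 2 were not. It recovered 21 of 21 changed genes with at least 100 reads, 50 of 78 with 10 to 100 reads and 7 of 101 with fewer than 10 reads. At a 2-fold change it recovered 1 of 200, including 0 of 13 with at least 100 reads, and with no gene changed it called 0. Replicates were compared before they were averaged. The chi-square per gene, which is about 1 for sampling noise alone, was 3.30 between the WT libraries and 3.12 between the Rxra-KO libraries, so both pairs differed by more than sampling noise. Repeat libraries of a single sample can exceed that noise too, since the reads are amplified, and all 4 were counted as separate samples because the labels give them as such. Reads that align to near-identical genes may be split in any way by the counting, and values for the Cd209, Clec4 and Naip families, Lyz1 and Lyz2, and ribosomal protein genes are uncertain for that reason. The labels gave no sequencing batch, date or sex.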

Results

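Retinoid X receptors (RXRs) are nuclear receptors that pair with other receptors to regulate transcription. To ask how loss of RXRα changes the transcriptome of LPMs, the study deleted *Rxra* in myeloid cells with a Cre recombinase expressed from the *Lyz2* (LysM) locus and sequenced RNA of sorted LPMs. The table held 18364 genes in 2 libraries labelled WT and 2 labelled Rxra-KO, from 8-week-old mice. Recovered depth ranged from 652542 to 947372 reads in WT and from 629030 to 1047021 reads in Rxra-KO, so both groups had 1 shallower and 1 deeper library. The study states that RNA-seq samples were left out where they did not cluster with their group, which bears on the comparison of replicates and on the number of called genes. The 10 most abundant genes took 13.4% ± 0.772 of the reads in WT (SD, n = 2) and 11.4% ± 1.11 in Rxra-KO (SD, n = 2). Pearson's r of log2 values across 10049 genes, which are not independent replicates, was 0.905 between the WT libraries and 0.920 between the Rxra-KO libraries, against 0.851 to 0.883 between the groups. The chi-square per gene was 6.36 and 6.37 between WT replicate 1 and the Rxra-KO libraries, and 9.37 and 9.60 for WT replicate 2.

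The targeted gene was examined first. *Rxra* had 20 and 28 reads in the WT libraries and 33 and 77 reads in the libraries labelled Rxra-KO. The normalised read count was 31.0 ± 0.0856 in WT and 63.7 ± 18.8 in Rxra-KO (SD, n = 2), so *Rxra* was not lower in the libraries labelled Rxra-KO. Its log2 fold change was 0.99 with a standard error of 0.36, and limma gave an adjusted *p* = 0.183 over all genes and an adjusted *p* = 0.0215 when adjusted over the list alone, which holds the 3 RXR genes. Leaving out a library moved the log2 fold change most among the alternatives, to 0.69 without Rxra-KO replicate 2 and to 1.29 without Rxra-KO replicate 1. *Rxrb* did not differ, at 19.2 ± 1.80 in WT and 21.8 ± 2.13 in Rxra-KO (limma adjusted *p* = 0.973). *Rxrg* had 10 and 1 reads in WT and 1 and 3 in Rxra-KO, and its log2 fold change of -0.80 became 0.54 without WT replicate 1. *Lyz2*, which is disrupted where the Cre driver is inserted, had 9420 and 10684 reads in WT and 4241 and 6272 in Rxra-KO, and fell by 1.03 on the log2 scale (standard error 0.24, limma adjusted *p* = 0.00163). All directions given here are between libraries as labelled, and *Rxra* itself went against the label of the Rxra-KO libraries.

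Limma called 421 of 18364 genes between the libraries labelled Rxra-KO and WT. Of these, 243 genes (57.7%) were higher in Rxra-KO and 178 were lower, while 1854 genes had an unadjusted p under 0.05. The alternative that moved the count most was the fit without a mean-variance trend, which called 0 genes and left 1579 with an unadjusted p under 0.05. The calls had a median absolute log2 fold change of 1.48 and none was smaller than 0.73. The signed median over all genes, which the scaling holds near 0, was 0.02. Both Rxra-KO libraries lay on one side of both WT libraries for 418 of the 421 calls and for 6992 (38.1%) of all genes, where chance gives 33.3%. Depth limited the calls, since 193 had a mean of at least 100 reads, 214 had 10 to 100 reads and 14 had fewer than 10. WT was at the floor for 20 of the higher genes, and Rxra-KO was at the floor for 12 of the lower genes.

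**Figure D1:**
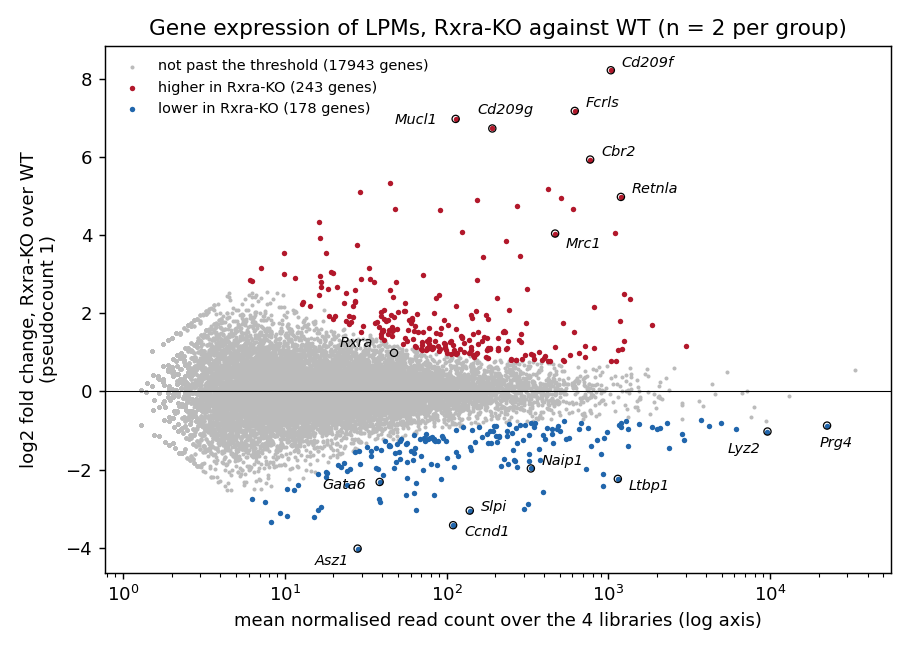
Log2 fold change of the libraries labelled Rxra-KO over WT (vertical axis, pseudocount 1) against the mean normalised read count over the 4 libraries (log axis), with 1 point per gene. The 243 higher genes reach a log2 fold change of 8.21 for *Cd209f*, the 178 lower genes reach -4.02 for *Asz1* (fitted, with Rxra-KO at the floor), and *Rxra* lies at 0.99 and is not called.

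The 5 genes with the largest increase were *Cd209f*, *Fcrls*, *Mucl1*, *Cd209g* and *Cbr2*. *Cd209f* had 10 and 1 reads in WT and 1759 and 1484 in Rxra-KO, a log2 fold change of 8.21 (standard error 0.31, limma adjusted *p* = 3.17e-68). *Fcrls* had 17 and 1 reads against 810 and 1239, a log2 fold change of 7.17 (limma adjusted *p* = 1.76e-54). *Cbr2* had 47 and 6 reads against 1192 and 1220, a log2 fold change of 5.93 (limma adjusted *p* = 3.34e-49). *Mucl1* had 0 reads in both WT libraries and 215 and 130 in Rxra-KO, at least 58.1-fold higher, and *Cd209g* had 1 and 2 reads against 320 and 281, at least 97.6-fold higher. The counting could have moved reads between *Cd209f*, *Cd209g* and other members of that family. In the other direction, *Ccnd1*, which encodes cyclin D1, fell from 202 ± 42.3 to 17.9 ± 3.49 (SD, n = 2), a log2 fold change of -3.42 (standard error 0.33, limma adjusted *p* = 3.35e-18). *Slpi* had a log2 fold change of -3.05 (limma adjusted *p* = 9.37e-18). *Asz1*, *Ncaph* and *Cyp26a1* were at the floor in Rxra-KO and were at least 14.2-fold, 7.11-fold and 5.0-fold lower, with 39 and 44, 18 and 24, and 14 and 15 reads in the WT libraries.

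To examine the identity of LPMs, a list of 9 genes that the study names as reduced in RXR-deficient LPMs was compared with genes it names as mostly found in SPMs, the smaller monocyte-derived macrophages of the cavity. The first list, called the LPM list here, holds *Arg1*, *Gata6* and *Icam2*, which the study names as hallmarks of LPMs, but also *Cyp26a1*, *Ccnd1*, *Naip1* and *Cd5l*, which the study describes by other functions and which recur in the lists of those functions. All 9 genes of the LPM list were lower in the libraries labelled Rxra-KO and all 9 were called, with a median log2 fold change of -1.92. *Gata6*, a transcription factor of LPMs, fell from 62.4 ± 12.2 to 14.8 ± 13.5 (SD, n = 2), a log2 fold change of -2.32 (standard error 0.44, limma adjusted *p* = 5.66e-05). The Rxra-KO libraries differed for this gene, with 3 and 24 reads, and the log2 fold change was -1.31 without Rxra-KO replicate 1. *Icam2* fell from 1197 ± 148 to 502 ± 51.5 (limma adjusted *p* = 5.30e-06). *Arg1* had 179 and 245 reads in WT but 37 and 249 in Rxra-KO, so that its log2 fold change of -1.18 became -0.12 without Rxra-KO replicate 1, and edgeR did not call it. The log2 fold change of *Cd5l* went from -0.90 to -0.56 without Rxra-KO replicate 1, while without Rxra-KO replicate 2 that of *Thbs1* went from -1.92 to -1.27 and that of *Serpinb2* from -1.42 to -0.90.

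All 7 SPM genes were higher and called in the libraries labelled Rxra-KO, with a median log2 fold change of 4.33, or 3.88 with genes at the floor set to their bound. *Retnla* rose from 89.1 ± 80.7 to 2301 ± 1007 (SD, n = 2), a log2 fold change of 4.97 (standard error 0.25, limma adjusted *p* = 1.36e-47). *Mrc1* rose from 61.9 ± 48.4 to 875 ± 192, and *Ccr2* reached 515 ± 198 in Rxra-KO, a log2 fold change of 3.46 (limma adjusted *p* = 5.64e-25). *Irf4* changed less, with a log2 fold change of 1.54 (limma adjusted *p* = 0.00756). *Cd209d* and *Clec4b1* had 0 reads in both WT libraries and were at least 14.7-fold and 8.07-fold higher. Of all 48 distinct genes taken from the study, 43 had an adjusted p under 0.05 over all genes and 48 when adjusted over the list alone. This is not independent evidence, since the study named them largely from these libraries.

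**Figure D2:**
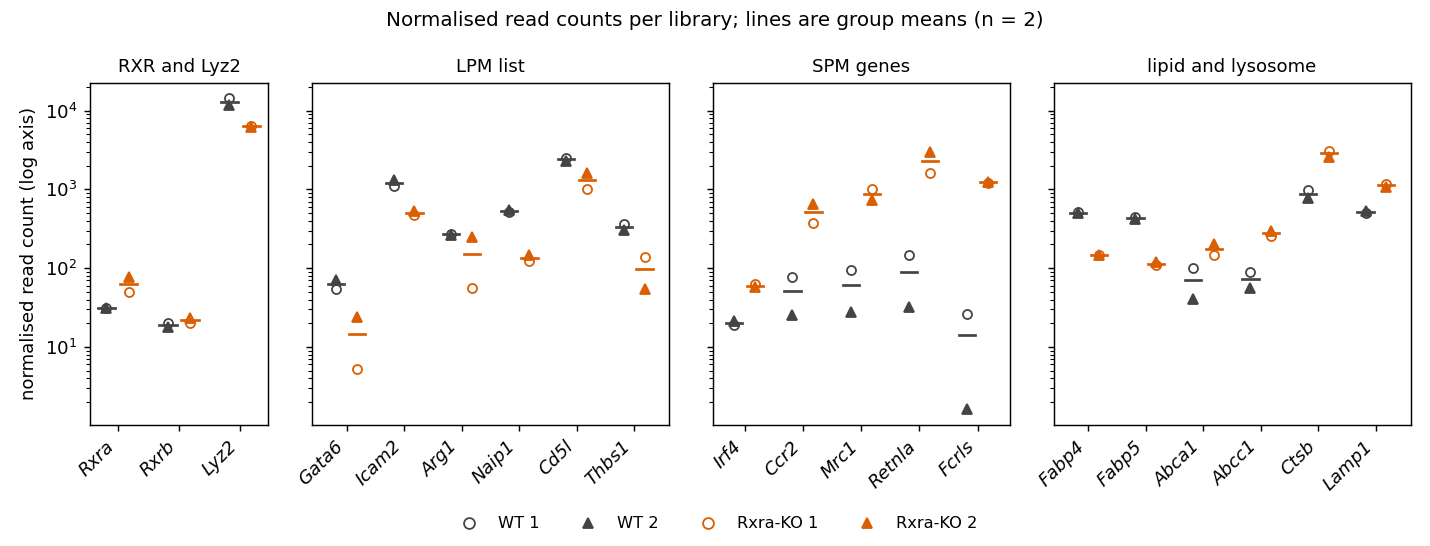
Normalised read counts (log axis) of single genes in each of the 4 libraries, with lines at the group means (n = 2) and separate marks for each replicate. The Rxra-KO libraries lie above the WT libraries for *Rxra* and for SPM genes, and for *Gata6* and *Arg1* Rxra-KO replicate 1 lies below Rxra-KO replicate 2.

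For lipid handling, the 5 genes of cholesterol uptake and synthesis were lower in the libraries labelled Rxra-KO, with a median log2 fold change of -1.78. *Fabp4* fell from 505 ± 7.02 to 146 ± 0.919 and *Fabp5* from 434 ± 16.5 to 114 ± 6.74 (SD, n = 2), with limma adjusted *p* = 5.19e-10 and 5.66e-11. *Msr1* was not called, at -0.60 (limma adjusted *p* = 0.167). The 5 genes of cholesterol efflux and lipid handling were all higher, with a median log2 fold change of 0.93, or 1.49 without WT replicate 1. *Abcc1* rose from 72.2 ± 23.1 to 277 ± 28.8 (limma adjusted *p* = 1.42e-09). *Abca1* had a log2 fold change of 1.42, or 0.78 without WT replicate 2, and *Lpl* one of 0.93, or 0.54 without Rxra-KO replicate 2. *Abca9* was called at 0.87, whereas *Abcg1*, at the same log2 fold change of 0.87, was not (limma adjusted *p* = 0.0514), and without WT replicate 2 it was 0.25. *Abcg1* passed at a pseudocount of 5.

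All 17 genes of lysosome and protein transport were higher in the libraries labelled Rxra-KO, and 14 were called, with a median log2 fold change of 1.11. *Ctsb* rose from 884 ± 151 to 2859 ± 353 (SD, n = 2), a log2 fold change of 1.70 (standard error 0.21, limma adjusted *p* = 5.39e-11), and *Lamp1* had a log2 fold change of 1.12 (limma adjusted *p* = 7.05e-05). *Atp6ap2*, *Rab11fip5* and *Rab11a* were not called (limma adjusted *p* = 0.0543, 0.101 and 0.121). Of the apoptosis genes, *Capn2* and *Mef2c*, which the study calls pro-apoptotic, were higher, with log2 fold changes of 1.74 and 1.09. *Naip1* and *Cd5l*, which it calls antiapoptotic, were lower, at -1.97 and -0.90, and all 4 were called. Of the 5 cell cycle genes, *Klf4* and *Klf6* were higher, at 1.10 and 1.05, and *Ccnd1*, *Cenpe* and *Cdca2* were lower, so that the median was -2.60, or -2.17 with genes at the floor set to their bound. *Cenpe* fell from 110 ± 82.3 to 14.9 ± 3.46 with 34 and 155 reads in the WT libraries, and *Cdca2* was at the floor in Rxra-KO and at least 4.51-fold lower.

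Of 23 gene lists, 12 had an adjusted p under 0.05 with camera, 6 with fry and 0 with camera at an estimated correlation, which was the alternative that moved the lists most. The lists that also passed with fry were the LPM list, SPM genes, cholesterol uptake and synthesis, lysosome and protein transport, lysosome, and peritoneal macrophage identity. With camera at the preset correlation, the adjusted *p* was 5.57e-34 for the LPM list and 2.74e-80 for SPM genes. It was 4.04e-16 for cholesterol uptake and synthesis, 3.93e-12 for cholesterol efflux and lipid handling, 2.65e-32 for lysosome and protein transport, 0.000405 for cell cycle and 0.741 for apoptosis. Camera tests a shift in 1 direction. The apoptosis list joins genes that the study names as rising and as falling, so these cancel and the value says nothing about apoptosis. The cell cycle list likewise holds *Klf4* and *Klf6*, which the study describes as inhibitors of cell-cycle progression. Among lists that do not come from the study, the identity list had 19 of 22 genes lower and 14 called, with a median log2 fold change of -0.96 (camera adjusted *p* = 4.66e-30). Without the 3 genes that the study also names, the median was -0.89. *Ltbp1* fell from 1884 ± 96.2 to 404 ± 92.5 (SD, n = 2), and *Prg4*, with 18776 and 27362 reads in WT, fell by 0.88 on the log2 scale.

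Of 53 G2/M phase genes, 44 were lower and 10 were called, with a median log2 fold change of -0.66, or -0.52 with genes at the floor set to their bound (camera adjusted *p* = 8.30e-15). The WT libraries differed for these genes, and the median was -0.39 without WT replicate 2 and -1.04 without WT replicate 1. *Mki67* had 275 and 868 reads in WT and 84 and 87 in Rxra-KO, a log2 fold change of -2.56 (limma adjusted *p* = 3.35e-18). *Top2a* had a log2 fold change of -2.24, or -1.35 without WT replicate 2, and *Cenpf* one of -1.87, or -1.15 without the same library. The S phase median was -0.36 over 43 genes, of which *Mcm2* and *Mcm5* were called (camera adjusted *p* = 0.00024), and it was -0.19 without WT replicate 2 and -0.77 without WT replicate 1. Of 46 ribosomal protein genes, 42 were lower and 11 were called, with a median of -0.64 (camera adjusted *p* = 1.95e-18), or -0.42 without Rxra-KO replicate 1. The 37 lysosome genes had a median of 0.13 (camera adjusted *p* = 0.000747), and the 4 called genes were *Lamp1*, *Ctsb*, *Ctsc* and *Ctsl*, all named by the study. Without these 4 genes the median was 0.11 and the list did not pass (camera adjusted *p* = 0.26). When adjusted over the list alone, an adjusted p under 0.05 was reached by 17 G2/M, 3 S phase, 26 ribosomal protein, 7 lysosome and 15 identity genes.

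**Figure D3:**
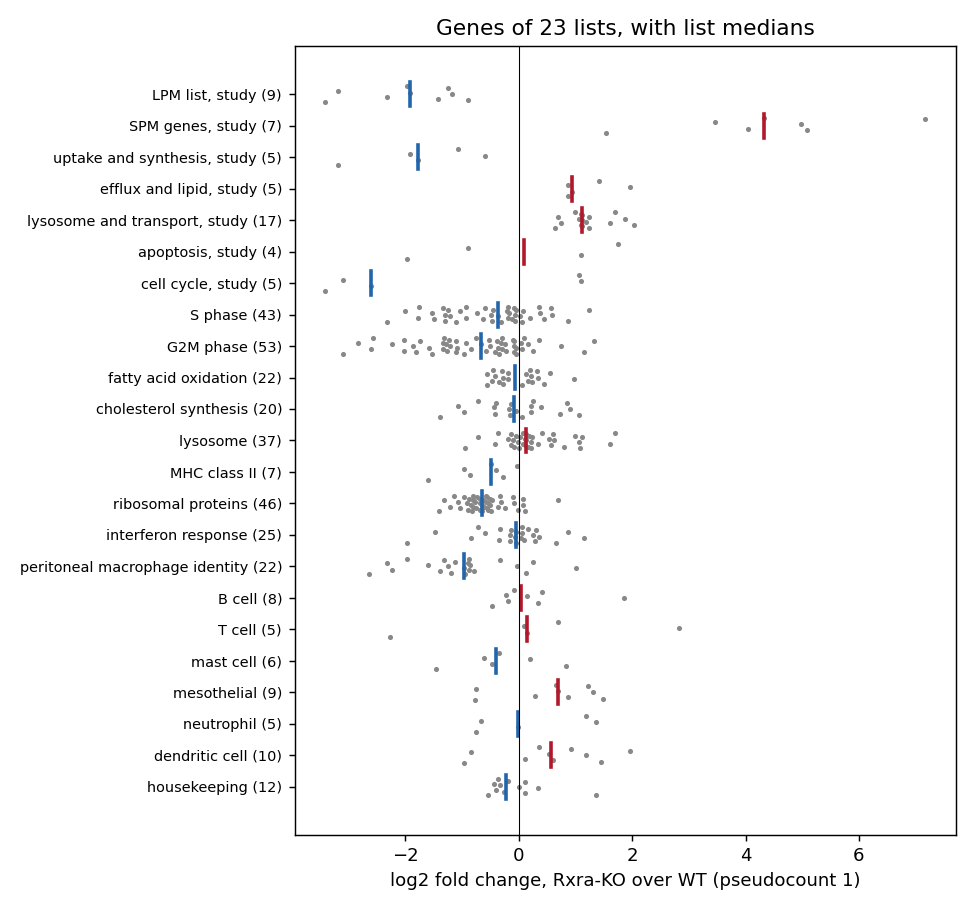
Log2 fold changes, Rxra-KO over WT, of the genes of 23 lists, with 1 point per gene and a mark at the median of each list. Medians run from -2.60 for the cell cycle genes of the study to 4.33 for SPM genes, and the medians of the cell type lists lie between -0.41 and 0.70.

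The 7 MHC class II genes had a median log2 fold change of -0.50 (camera adjusted *p* = 0.00143), which became 0.32 without WT replicate 2 and -2.09 without WT replicate 1. *H2-Ab1* had 241 and 2289 reads in WT and 106 and 614 in Rxra-KO, so its groups overlapped although it was called, and its log2 fold change of -1.60 was -0.22 without WT replicate 2. Lists that did not pass with camera were fatty acid oxidation (median -0.07, adjusted *p* = 0.775), cholesterol synthesis (-0.09, 0.493), interferon response (-0.04, 0.37) and housekeeping genes (-0.23, 0.187). *Fdft1* of the cholesterol synthesis list was called higher, and the interferon list held 1 lower call, *Gbp3*. Markers of other cell types did not pass, with medians of 0.03 for B cells (camera adjusted *p* = 0.71), 0.14 for T cells (0.711), -0.02 for neutrophils (0.75) and -0.41 for mast cells (0.561). The mesothelial list had a median of 0.70 (0.41) and the dendritic cell list 0.57 (0.0791), or 0.56 and 0.44 with genes at the floor set to their bound. Most of these markers had few reads, so a small difference was not detectable at this depth. The called genes among them were *Cd209a* of the dendritic cell list, with 14 and 13 reads in WT and 43 and 80 in Rxra-KO, and *Cd2* of the T cell list, at least 2.89-fold higher. The erythroid list, with 2 genes in the table, held no call.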

Values the study reported

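The study reported 184 genes as downregulated in RXR-deficient LPMs, of which 77 were also induced by retinoic acid. Genes were called there at an adjusted *p* value under 0.05 with a log fold change of at least 0.6. The sorted LPMs were stated to be 99% pure.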

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

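The number of called genes stayed between 352 and 446 with other pseudocounts, scalings and fold thresholds, a stricter filter, voom and edgeR. It was 296 at an adjusted p under 0.01. The main filter removed no gene, so dropping it tested nothing. Under edgeR 446 genes were called, 405 of them shared with the 421, and under voom 422, with 384 shared. Higher calls made up 55.6% to 57.0% of the calls under 3 other scalings, against 57.7%. Another scaling moved the median of all genes by at most 0.0195.

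The tests that lowered the counts most differed in how they estimate the spread with 2 libraries per group. Without a mean-variance trend, limma called 0 genes, 0 higher and 0 lower, with 1579 at an unadjusted p under 0.05. On genes with a value of at least 10, an alternative chosen after seeing the data, the same fit called 26 genes, 21 higher and 5 lower, with 1137 at an unadjusted p under 0.05. All 26 were among the 421. DESeq2 called 246 genes, 134 higher and 112 lower, of which 239 were shared. Its independent filtering left 5547 genes with an adjusted p. Without that filtering, also chosen after seeing the data, it called 191 genes, 106 higher and 85 lower, of which 188 were shared. The cause of these drops was not tested further.

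Of 85 named genes, 71 had an adjusted p under 0.05, and all 71 kept their direction when each library was left out in turn, although 11 moved by over 1.5 times. Of the other 14, 6 changed direction without 1 library, namely *Rxrg*, *H2-Eb1*, *Cd74*, *H2-Aa*, *Vsig4* and *Cxcl13*. Direction cannot change where both Rxra-KO libraries lie on one side of both WT libraries. This was so for all of the 71 except *H2-Ab1*. Their kept direction was therefore fixed in advance and says nothing about robustness. Pseudocount 0.1 and TMM changed no call among the named genes, and pseudocount 5 added *Abcg1*. With edgeR *Arg1* lost its call (adjusted *p* = 0.0746, against 2.32e-05 to 0.00196 under its other alternatives) and *H2-Eb1* gained one (adjusted *p* = 9.55e-06, against 0.454 to 0.75). *Cxcl13* went from a log2 fold change of 0.25 to -0.28 with edgeR, passing in neither fit, and the cause was not tested.

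With fry, 6 lists no longer passed. Their adjusted *p* was 0.206 for cholesterol efflux and lipid handling, 0.136 for the cell cycle genes of the study, 0.541 for S phase, 0.273 for G2/M phase, 0.766 for MHC class II and 0.377 for ribosomal proteins. With camera at an estimated correlation, no list passed. The LPM list, SPM genes, lysosome and protein transport, and the identity list had an adjusted *p* = 0.0572, and cholesterol uptake and synthesis 0.0628. The value was 0.119 for cholesterol efflux and lipid handling, 0.175 for lysosome, 0.317 for the cell cycle genes, 0.538 for S phase and MHC class II, 0.321 for G2/M phase and 0.389 for ribosomal proteins. The dendritic cell list passed on genes with a value of at least 10 (adjusted *p* = 0.0304, against 0.0776 to 0.389 under its other alternatives), where fewer genes were tested. The lysosome list did not pass without the 4 genes named by the study (adjusted *p* = 0.26, against 0.00029 to 0.175).

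Across the 4 fits that each left out one replicate, the list medians of log2 fold change ran from -2.10 to -1.78 for the LPM list, from -1.79 to -1.77 for cholesterol uptake and synthesis, from 0.78 to 1.49 for cholesterol efflux and lipid handling, from 1.09 to 1.17 for lysosome and protein transport, from -0.24 to 0.38 for apoptosis and from -3.44 to -1.76 for the cell cycle genes. They ran from -1.04 to -0.39 for G2/M phase, from -0.37 to 0.13 for cholesterol synthesis, from 0.072 to 0.23 for lysosome, from -2.09 to 0.32 for MHC class II and from -1.14 to -0.86 for the identity list. For markers of other cells they ran from -0.12 to 0.36 (B cells), -0.95 to -0.053 (mast cells), 0.015 to 1.31 (mesothelial cells), -0.11 to 0.093 (neutrophils) and 0.24 to 0.97 (dendritic cells), and for housekeeping genes from -0.38 to 0.044. The lowest medians of the cell cycle genes, G2/M phase, cholesterol synthesis and MHC class II came without WT replicate 1, and the highest of MHC class II and housekeeping without WT replicate 2. Without Rxra-KO replicate 1 came the lowest mast cell and the highest mesothelial, apoptosis, cholesterol synthesis and lysosome medians, and without Rxra-KO replicate 2 the lowest mesothelial, apoptosis, neutrophil and dendritic cell medians and the highest B cell median. The T cell median went from 0.14 to -0.11 without WT replicate 2.

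The libraries share replicate numbers across groups, but nothing in the labels says that a number marks a shared litter or day. Deviations of same-numbered libraries from their group means had r = 0.0629 across 10049 genes, so the numbers were not taken to pair the libraries. With the replicate block, 540 genes were called, 311 higher and 229 lower, including all 421. *Msr1*, *Abcg1*, *Atp6ap2*, *Rab11fip5* and *Rab11a* were added, and no list changed its call.

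Depth limits what was called. In the simulated data a 4-fold change was recovered for 7 of 101 genes with fewer than 10 reads and for 21 of 21 with at least 100, so the absence of a call for a low gene says little. A 2-fold change was recovered for 0 of 13 genes with at least 100 reads, 1 of 82 with 10 to 100 reads and 0 of 105 with fewer. That simulation gave 1 call in all, whereas 69 of the 421 genes called in the libraries themselves had an absolute log2 fold change under 1.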

Other observations

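The tests of explanations in this part were chosen after the results they bear on had been seen. The log2 fold changes, list medians, calls and fry results cited here come from the planned fits.

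*Rxra* reads were not lower in the libraries labelled Rxra-KO. Swapped group labels would put the lower *Lyz2* level in the libraries labelled WT, because the Cre driver disrupts that gene, but *Lyz2* had a log2 fold change of -1.03 and was lower in both libraries labelled Rxra-KO. Low depth hiding a fall was also argued against, since the 95% limits of the *Rxra* log2 fold change were 0.27 and 1.70. These limits rest on the spread that limma shares across genes. A deletion that removes an exon and leaves the rest of the transcript stays open. Reads per exon were not analysed here, so gene totals alone cannot say whether the RXRα protein was lost. The study does report a fall of *Rxra* and *Rxrb* transcripts by qPCR, in LPMs of mice with both genes deleted. Its primers lay upstream and downstream of the deleted exons. In LPMs of mice with *Rxra* alone deleted, it reports less GATA-6 and CD102 by flow cytometry. These were other measurements than the present libraries.

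*Lyz1*, the neighbour and near copy of *Lyz2*, was chosen after its values were seen. It had 1295 and 1616 reads in WT and 2726 and 4219 in Rxra-KO, a log2 fold change of 1.16 (limma adjusted *p* = 3.34e-05). There were 13.7 and 15.1 *Lyz1* reads per 100 *Lyz2* reads in WT, and 64.3 and 67.3 in Rxra-KO. A fixed share of *Lyz2* reads counted for *Lyz1* would make both fall together, so sharing at a fixed rate alone does not give the rise of 1.16. A share that differs between the groups was not tested and stays open, because the counting may split such reads in any way. Whether the rise comes from the inserted Cre driver, from loss of RXRα or from other cells was not tested.

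WT replicate 1 lay closer to the Rxra-KO libraries than WT replicate 2 did. Of the 243 higher genes, 157 (64.6%) had a larger value in WT replicate 1 than in WT replicate 2, against 48.3% of 10049 genes, and of the 178 lower genes, 138 (77.5%) had a smaller value there, against 51.7%. Carry-over of reads or RNA from the Rxra-KO libraries was tested on 8 higher genes with at most 3 reads in WT replicate 2 and at least 100 in Rxra-KO. They had 38 reads in WT replicate 1 and 6886 in Rxra-KO, which allows a carry-over of up to 0.757%. At that share, carry-over would give at most 36.4% of the excess over 189 other higher genes, so it was argued against as the sole cause, while a part of the excess stays open. A difference between the animals or in the cells sorted may contribute, and was not tested.

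A lower share of LPMs in the Rxra-KO libraries, as the sole cause, would lower all genes of the identity list by a common factor only if the other cells expressed none of them. The log2 fold changes of that list differed by more than their errors (Cochran's Q of 131 on 21 degrees of freedom), for example -2.65 for *Garnl3*, -0.88 for *Prg4* and 0.12 for *Vsig4*. These errors rest on the spread that limma shares across genes. The values argue only against dilution by cells that express none of the listed genes. Other cells, including other macrophages, may express some of them, and such a mixture would also give unequal falls. A lower share of LPMs, alone or together with altered expression, therefore stays open. The higher SPM genes raise the question of whether cells rich in MHC class II were present. The study gates LPMs in flow cytometry as cells low in MHC class II, so this level was itself a sort criterion. A low level of these transcripts therefore cannot argue against SPM-like cells that passed the gate. The MHC class II list had a median log2 fold change of -0.50, but 0.32 without WT replicate 2, so the presence of such cells in the Rxra-KO libraries and a change within LPMs cannot be told apart. What also keeps this open is that the WT libraries differ by a median of 2.57 on the log2 scale for these genes.

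The sum of MHC class II values was 479 and 2913 in the WT libraries and 257 and 794 in the Rxra-KO libraries. From WT replicate 1 to WT replicate 2, 5 of 8 B cell genes were larger and their rise came to 0.429% of the MHC class II rise of 2434. Of 10 dendritic cell genes, 7 were larger, and their rise came to 1.19%. Both marker lists had few reads in all 4 libraries, so B cells, dendritic cells and higher MHC class II in macrophages cannot be told apart as the source of the high level in WT replicate 2. WT replicate 2 also had more *Mki67* reads than WT replicate 1, 868 against 275. No biological explanation was tested for this difference within the WT group.

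Ribosomal protein genes were lower in the libraries labelled Rxra-KO, with 42 of 46 below WT and a median log2 fold change of -0.64. In 10000 random lists matched on GC content, transcript length and expression level, the lowest median was -0.42, and all 46 genes had a transcript to match on. A scaling factor moves all genes of a library alike, but the ribosomal protein genes fell further than the matched genes, with a difference of -0.58 between their median and that of the random lists. Bias by these properties and the scaling between libraries were therefore argued against. A lower ribosomal protein level in LPMs labelled Rxra-KO is a hypothesis that may be worth a separate test, but fry did not call the list (adjusted *p* = 0.377), the median was -0.42 without Rxra-KO replicate 1, and reads of these genes can be shared with their pseudogenes.

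For the 4 libraries there are 3 splits into groups of 2. The real split gave 421 genes, and 1 of the 3 splits gave as many. The other splits gave 0 calls each, with 713 and 471 genes at an unadjusted p under 0.05. With 3 splits the share cannot fall under 0.333, so this count has a fixed outcome and decides nothing about chance.

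*Xist*, expressed from the inactive X chromosome of females, had 13 and 21 reads in WT and 11 and 9 in Rxra-KO. The genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* of the Y chromosome were also read in all 4 libraries, with 35 and 47 against 56 and 66 reads for *Eif2s3y*. None of the 6 genes of the sex chromosome list was called. The labels give neither the sex nor the number of animals in a library.

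Some widely expressed genes had few reads in every library. *Gapdh* had 34 and 52 reads in WT and 25 and 41 in Rxra-KO and *Psap* had 32 to 66, whereas *Actb* had 924 and 1347 against 701 and 1182. This limits comparisons of different genes within a library, such as those of *Lyz1* with *Lyz2* and of cell type markers with MHC class II genes.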
